A study of Homo sapiens with 12 samples. Its data were reported in "Hi-C profiling of cancer spheroids identifies 3D-growth-specific chromatin interactions in breast cancer endocrine resistance" (2021).

How the data were processed

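Poly(A) RNA of MCF10A, MCF7 and MCF7TR cells was sequenced by the authors, and 12 libraries with mapped labels were used: 3 each of MCF10A_2D, MCF10A_3D, MCF7_3D and MCF7TR_3D, given by the study's design as biological replicates. By the study's methods and the submitters' processing notes, reads were checked with Trim Galore and aligned to hg19 (GRCh37) with HISAT2, duplicates were removed with Picard, and reads were counted per gene with featureCounts in reverse-stranded mode with multi-mapped reads included. The versions of these tools are not given in the sources used here. The deposited count table holds raw read counts (count per gene and library), not normalized, for 23459 genes under their Entrez numbers. Of these, 23308 were named through a gene annotation and 151 stayed unnamed, which took between 0.498% and 0.967% of the counts of a library.

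The authors also deposited a DESeq2 table for each of 3 comparisons. Each deposited table gives a log2 fold change with its standard error, a p-value with its adjusted p-value, and a signal, the base mean of the libraries after size-factor scaling. Their lowest base means lie between 28.3 and 29.8, so genes below that are not listed. The deposited flags were recovered by adjusted p under 0.05 with an absolute log2 fold change of at least 0.58, although the study's text names an unadjusted p. The direction of the deposited fold changes was checked against the per-library counts. Counted over all their sheets, the deposited tables also hold 18 per-sample columns with no matching sample label. They are the 2D libraries of MCF7 and MCF7TR, repeated from sheet to sheet. These columns were left out, so the 2D to 3D change of both lines rests on the authors' own fold changes. The deposited sheets that repeat flagged genes were also left out.

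Each comparison was fitted on its own 6 libraries with edgeR 4.0.16 in R 4.3.3. Genes were filtered with filterByExpr, scaled by TMM, and tested with the two-sided quasi-likelihood F-test, with Benjamini-Hochberg adjustment and calls at adjusted p under 0.05. These p-values measure the spread between the libraries of each group. Where a group had 0 counts throughout, the fold was bounded with a floor of 3 counts per library, and floors cover counting error only. Depth ranged from 7373057 to 11623841 counts per library. Pairs of replicate libraries differed by a chi-square per degree of freedom between 2.10 and 14.2, never less than sampling noise gives. On simulated counts with 2-fold changes, edgeR recovered 89.8%, 97.9%, 98.0% and 95.9% of changed genes in the comparisons MCF10A_3D with MCF10A_2D, MCF7TR_3D with MCF7_3D, MCF7_3D with MCF10A_3D and MCF7TR_3D with MCF10A_3D. The false share of calls was 6.40%, 2.90%, 3.50% and 8.72%. The simulation changed few genes, in both directions, and gave every gene the same dispersion. Far more genes were called in the data, so these shares may not carry over to them.

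A total of 26 gene lists was fixed before the data were examined. They were ER target genes, luminal markers, basal markers, mesenchymal genes, fibroblast, endothelial and immune markers, Hippo pathway components, YAP/TAZ target genes, and genes of G protein, Rap1, Wnt, TGF-beta and BMP, and PI3K-Akt signalling. The others were hypoxia response, cell cycle, cholesterol synthesis, basement membrane and integrin, interferon response, unfolded protein and ATF4 response, immediate early and heat shock, keratinocyte differentiation and oxidative phosphorylation genes, the 6 study RT-qPCR and 3C genes, and the study's 2 lists of genes with strengthened loops. The study's loop lists hold 1563 genes for MCF7TR_3D and 1677 for MCF7_3D after repeated names were merged. Lists with at least 5 tested genes were tested with camera of limma 3.58.1 at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the lists of a comparison. Loop genes were also tested with Fisher's exact test, two-sided, against all other tested genes.

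Named genes were chosen by a rule fixed before the data were examined. For MCF10A_3D with MCF10A_2D and MCF7TR_3D with MCF7_3D it took the 8 largest changes per direction among called genes with a mean of at least 100 counts in the higher group and no overlap between the groups. It also took ESR1, PGR, ERBB2 and the 6 study genes, and from each list up to 4 called members with the smallest p in the majority direction and up to 2 in the other. For comparisons with MCF10A_3D it took the 4 largest per direction with ESR1, PGR, ERBB2 and the study genes, and for each deposited table the 5 largest per direction with a base mean of at least 100. Members of lists named from the deposited tables, such as TFF1, RET, BNIP3, CCN2 and PTPN14, were chosen after their values were seen.

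Alternatives were RLE and upper-quartile factors, other count filters, the study's thresholds, an absolute log2 fold change of at least 1, DESeq2 1.42.0, the replicate number as a block, all groups in one fit, each library left out in turn, camera with an estimated correlation, and fry. Differences between lines in the change from 2D to 3D were tested per gene. The test was the difference of 2 log2 fold changes over their combined standard error, with DESeq2 values without shrinkage for MCF10A. On simulated changes of log2 2 it recovered 99% of 200 genes with 10 false calls among 11336 genes. Smaller differences, such as most of those named below, were not simulated, so recovery at their size is not known. Some deposited fold changes over their standard errors do not give the deposited p-values. ASNS in MCF7TR is an example, at -0.84 ± 0.57 with an authors' DESeq2 adjusted p = 0.0447. The deposited fold changes may thus be shrunken towards 0, so a test against MCF10A may set unlike scales side by side. Between MCF7TR and MCF7 the test rests on these fold changes and errors on both sides, so its p-values are uncertain as well. Tables and plots were made with Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and Matplotlib 3.10.9.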

Results

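RNA was measured by poly(A) RNA sequencing in 12 libraries of human breast cell lines, in 4 groups of 3 biological replicates. MCF10A is a non-tumorigenic breast epithelial line, MCF7 an estrogen receptor-positive breast cancer line, and MCF7TR a tamoxifen-resistant derivative of MCF7. MCF10A_2D libraries came from monolayers, and the MCF10A_3D, MCF7_3D and MCF7TR_3D libraries from spheroids grown on Matrigel, a basement membrane extract. Total counts for replicates 1, 2 and 3 were 9723124, 9845088 and 10943524 in MCF10A_2D, 7747576, 8240387 and 8995967 in MCF10A_3D, 7795736, 8577328 and 7595585 in MCF7_3D, and 7373057, 8423235 and 11623841 in MCF7TR_3D. Between 16742 and 17615 genes had at least 1 count in a library. EEF1A1, a translation elongation factor, took the largest share in every library, from 1.27% to 3.71%. Ribosomal protein genes took 3.63%, 3.6% and 3.86% of the counts in the MCF10A_2D libraries and 6.62%, 5.88% and 5.72% in the MCF10A_3D libraries, 4.76%, 4.36% and 4.65% in MCF7_3D and 3.42%, 3.46% and 3.37% in MCF7TR_3D. Levels below are CPM, counts scaled to a common library total with TMM factors, as mean ± SD with n = 3, and log2 fold changes carry their standard error. Adjusted p-values of single genes come from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. All positions are on GRCh37.

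The comparison of MCF7TR_3D with MCF7_3D asked how spheroids of the tamoxifen-resistant line differ from those of the parental line. Estrogen receptor target genes and interferon response genes were mostly lower in MCF7TR_3D. PGR, which encodes the progesterone receptor and is a classical estrogen receptor target (Entrez gene 5241, chromosome 11, 100900355 to 101000544), stood at 12.7 ± 1.42 CPM in MCF7TR_3D and 538 ± 18.8 CPM in MCF7_3D (SD, n = 3), a log2 fold change of -5.39 ± 0.12 (edgeR, Benjamini-Hochberg adjusted p = 1.17e-11). ESR1, which encodes estrogen receptor alpha (Entrez gene 2099, chromosome 6, 151977826 to 152450754), stood at 330.4 ± 19.3 and 385 ± 13.7 CPM, a log2 fold change of -0.22 ± 0.10 that missed the threshold (edgeR, Benjamini-Hochberg adjusted p = 0.0684). ESR1 passed it with upper-quartile factors and with all groups in one fit, and its adjusted p ranged from 0.0209 to 0.213 over 13 edgeR and DESeq2 alternatives. ERBB2, which encodes the receptor HER2, rose by 0.43 ± 0.12 on the log2 scale.

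Of the ER target genes, 25 of 30 tested members fell and 2 rose (25 and 2 adjusted over the list alone), with a median log2 fold change of -1.56 (camera, Benjamini-Hochberg adjusted p = 1.92e-28, and adjusted p = 0.134 with an estimated correlation). CA12, a membrane carbonic anhydrase, changed by -6.82 ± 0.14 on the log2 scale. The chemokine gene CXCL12 changed by -7.92 ± 0.18, from 285 ± 22.8 to 1.11 ± 0.377 CPM. The small heat shock protein gene HSPB8 changed by -5.72 ± 0.15. AREG, a ligand of the epidermal growth factor receptor, went the other way at 0.68 ± 0.13, as did the trefoil factor gene TFF1 at 1.19 ± 0.32, whose call was lost with DESeq2. Of the interferon response genes, 28 of 31 tested members fell and 1 rose (28 and 1 adjusted over the list alone), with a median of -4.42 (camera, Benjamini-Hochberg adjusted p = 1.92e-28, and adjusted p = 0.134 with an estimated correlation). OAS3, a sensor of double-stranded RNA, stood at 1.79 ± 0.298 CPM in MCF7TR_3D and 192 ± 15.9 CPM in MCF7_3D. BST2, which tethers budding viruses, changed by -7.43 ± 0.21, and the antiviral membrane protein genes IFITM1 and IFITM3 by -5.85 ± 0.17 and -4.90 ± 0.15. The OAS and IFITM families hold close paralogs, and multi-mapped reads were counted, so their single values are uncertain. CMPK2, a mitochondrial nucleotide kinase, rose by 1.46 ± 0.25.

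Hypoxia response genes were mostly lower in MCF7TR_3D: 18 of 30 tested members fell and 2 rose (19 and 2 adjusted over the list alone), with a median of -0.33 (camera, Benjamini-Hochberg adjusted p = 0.0341, and adjusted p = 0.744 with an estimated correlation). BNIP3, a mitophagy receptor, changed by -2.28 ± 0.13, the glucose transporter gene SLC2A3 by -4.87 ± 0.38, and EGLN3, an oxygen-sensing prolyl hydroxylase, by 0.86 ± 0.11. Of the keratinocyte differentiation genes, 7 of 12 tested members fell and the others did not pass (7 adjusted over the list alone), with a camera Benjamini-Hochberg adjusted p = 0.0102, and adjusted p = 0.513 with an estimated correlation. The S100 family members S100A9 and S100A8 changed by -2.80 ± 0.21 and -3.70 ± 0.32. Cholesterol synthesis genes were mostly higher: 19 of 24 tested members rose and 1 fell (19 and 1 adjusted over the list alone), with a median of 0.47 (camera, Benjamini-Hochberg adjusted p = 0.0228, and adjusted p = 0.499 with an estimated correlation). The sterol demethylation enzyme gene MSMO1 rose by 1.74 ± 0.12 and HMGCS1, which makes the precursor HMG-CoA, by 0.99 ± 0.14, while PCSK9, which promotes degradation of the LDL receptor, fell from 5.72 ± 0.246 to 0.124 ± 0.119 CPM. Of the TGF-beta and BMP pathway genes, 19 of 40 tested members rose and 6 fell (19 and 6 adjusted over the list alone), with a camera Benjamini-Hochberg adjusted p = 0.0228, and adjusted p = 0.499 with an estimated correlation. The secreted ligand genes BMP7, BMP6 and BMP2 rose by 2.69 ± 0.10, 6.08 ± 0.25 and 5.35 ± 0.36, and BMP7 reached 626 ± 9.94 CPM. LTBP2, which encodes a latent TGF-beta binding family protein, fell, with -3.02 ± 0.17.

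The 6 genes that the study followed by RT-qPCR or 3C were all higher in MCF7TR_3D, with a median log2 fold change of 0.75 (camera, Benjamini-Hochberg adjusted p = 0.0448, and adjusted p = 0.499 with an estimated correlation). All 6 passed adjusted over the list alone as well, but the study chose them on these lines and these samples, so neither count is independent evidence. The list's call was lost without MCF7_3D replicate 1 or 3 or MCF7TR_3D replicate 2. Over the leave-one-out fits the list had camera adjusted p-values after Benjamini-Hochberg adjustment between 0.0393 and 0.0629. RASSF3, a Ras association domain gene (Entrez gene 283349, chromosome 12, 64900781 to 65091344), rose by 1.14 ± 0.10. The Hippo kinase gene LATS2 (Entrez gene 26524, chromosome 13, 21547175 to 21635725) rose by 0.95 ± 0.11. The protein kinase D gene PRKD3 (Entrez gene 23683, chromosome 2, 37477645 to 37551976) rose by 0.88 ± 0.13, and MET, the hepatocyte growth factor receptor gene (Entrez gene 4233, chromosome 7, 116312250 to 116438431), by 0.62 ± 0.12. The palmitoyltransferase gene ZDHHC7 (Entrez gene 55625, chromosome 16, 85007781 to 85045141) rose by 0.43 ± 0.10, and TEAD3, a DNA-binding partner of YAP and TAZ (Entrez gene 7005, chromosome 6, 35441374 to 35464856), by 0.34 ± 0.10.

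Several luminal markers also differed, although the list as a whole was not called. The luminal markers had 6 higher and 8 lower of 20 (6 and 8 adjusted over the list alone). MUC1, a membrane mucin gene, stood at 103 ± 25.99 CPM in MCF7TR_3D and 6196 ± 849.9 CPM in MCF7_3D. The transcription factor gene GATA3 changed by -3.32 ± 0.13, and the keratin genes KRT8 and KRT18 by -2.29 ± 0.19 and -1.87 ± 0.14, while the transcription factor gene TBX3 rose by 2.20 ± 0.16. Among mesenchymal genes, 7 of 13 fell and 2 rose (7 and 2 adjusted over the list alone), the list again uncalled. CD44, a hyaluronan receptor, changed by -3.20 ± 0.15, and LOX, a collagen crosslinking enzyme, rose from 2.78 ± 0.881 to 216 ± 18.7 CPM. CCN1 and CCN2, matricellular YAP/TAZ targets, rose by 1.61 ± 0.13 and 4.12 ± 0.37, while MYOF, a membrane repair gene on the same list, fell, with -3.25 ± 0.13. The following lists were not called. The YAP/TAZ target genes had 8 higher and 5 lower of 17 (8 and 5 adjusted over the list alone). The Hippo pathway components had 11 higher and 10 lower of 37 (11 and 10 adjusted over the list alone). The Wnt pathway genes had 16 higher and 10 lower of 32 (18 and 11 adjusted over the list alone). The G protein signalling genes had 16 higher and 13 lower of 47 (16 and 13 adjusted over the list alone). The Rap1 signalling genes had 16 higher and 23 lower of 47 (16 and 23 adjusted over the list alone). The PI3K-Akt pathway genes had 10 higher and 14 lower of 34 (10 and 14 adjusted over the list alone). The basement membrane and integrin genes had 9 higher and 5 lower of 22 (9 and 5 adjusted over the list alone). The immediate early and heat shock genes had 9 higher and 4 lower of 19 (9 and 4 adjusted over the list alone). The unfolded protein and ATF4 response genes had 16 higher and 4 lower of 24 (17 and 4 adjusted over the list alone). The cell cycle genes had 5 higher and 4 lower of 35 (5 and 4 adjusted over the list alone). The oxidative phosphorylation genes had 4 higher and 3 lower of 32 (3 and 1 adjusted over the list alone). The basal markers had 3 higher and 6 lower of 18 (3 and 6 adjusted over the list alone). For the G protein signalling genes and the Hippo pathway components the mean lay below 0 and the median and the test above it. PRKD1, of the protein kinase D family, rose by 4.84 ± 0.15 and the Wnt target LEF1 by 5.16 ± 0.33, while RNF43, a ubiquitin ligase acting on Wnt receptors, fell, with -6.49 ± 0.28.

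Some genes had no count in any library of one line. ZNF229, a zinc finger gene, was at least 162.8-fold higher in MCF7TR_3D at 61.1 ± 11.03 CPM, counting each MCF7_3D library at a floor of 3 counts. Likewise, BPIFB2, a member of a lipid-binding protein family, was at least 147-fold higher, the sialyltransferase gene ST6GALNAC1 at least 124-fold, the axon guidance receptor gene ROBO2 at least 78.4-fold, and the homeobox gene MEIS2 at least 67.3-fold. SLITRK5, LRRC31 and ARHGAP20 were at least 48.3-fold, 45.3-fold and 42.6-fold higher. Against the same floor in MCF7TR_3D, the cystatin family gene CST9 was at least 103-fold lower, the cytochrome P450 gene CYP4F22 at least 98.4-fold, the cytokine gene IL20 at least 75.98-fold, and the receptor activity-modifying protein gene RAMP1 at least 74.5-fold. FUOM, PLAAT3, ZNF541 and NLGN4X were at least 72.3-fold, 66.1-fold, 58.3-fold and 57.9-fold lower. Floors cover counting error only. In all, 3931 genes were higher and 4204 lower in MCF7TR_3D among 14263 tested (edgeR), and 7 of 23 tested lists were called (3 up and 4 down). The balance depended on the processing. Upper-quartile factors gave 3517 higher and 4621 lower, and the authors' deposited table held 2210 higher and 2108 lower at its own thresholds. Ribosomal protein genes took a smaller share of the counts in each MCF7TR_3D library than in each MCF7_3D library, as given above. MCF7TR cells were grown with tamoxifen in medium without phenol red and with charcoal-stripped serum, and MCF7 cells were not, so line, drug and medium cannot be separated. Endothelial, fibroblast and immune markers had too few tested members for a list test. The endothelial markers had 1 higher and 1 lower of 3 (1 and 1 adjusted over the list alone). The fibroblast markers had 1 higher and 1 lower of 3 (1 and 1 adjusted over the list alone). The 1 tested immune marker, CD68, fell from 18.9 ± 2.44 to 9.58 ± 2.30 CPM, also when adjusted over the list alone.

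**Figure D1:**
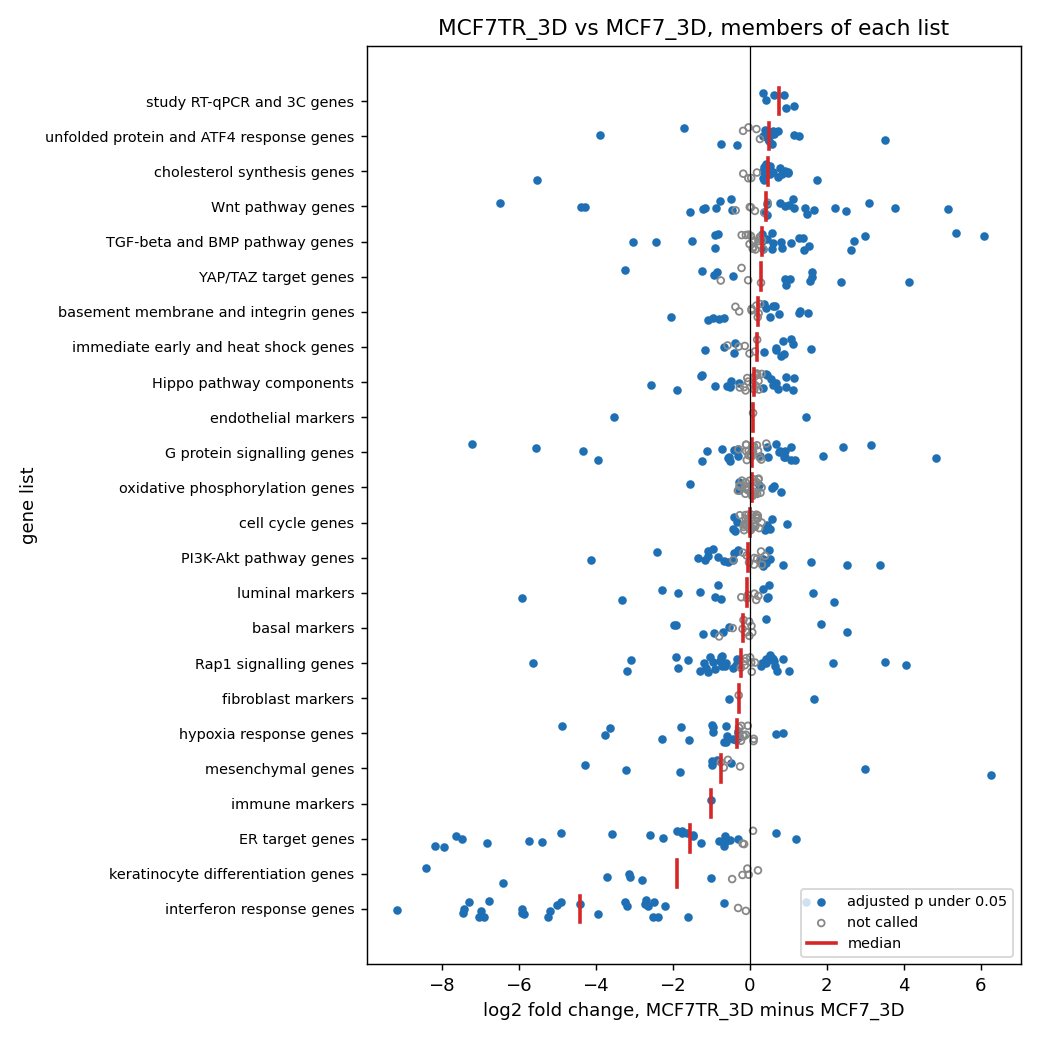
Log2 fold change of MCF7TR_3D over MCF7_3D for each tested member of 24 gene lists (horizontal axis), with called genes filled, other genes open and the list median as a vertical bar. The medians of the interferon response genes (-4.42) and ER target genes (-1.56) lie well to the left of 0.

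**Figure D2:**
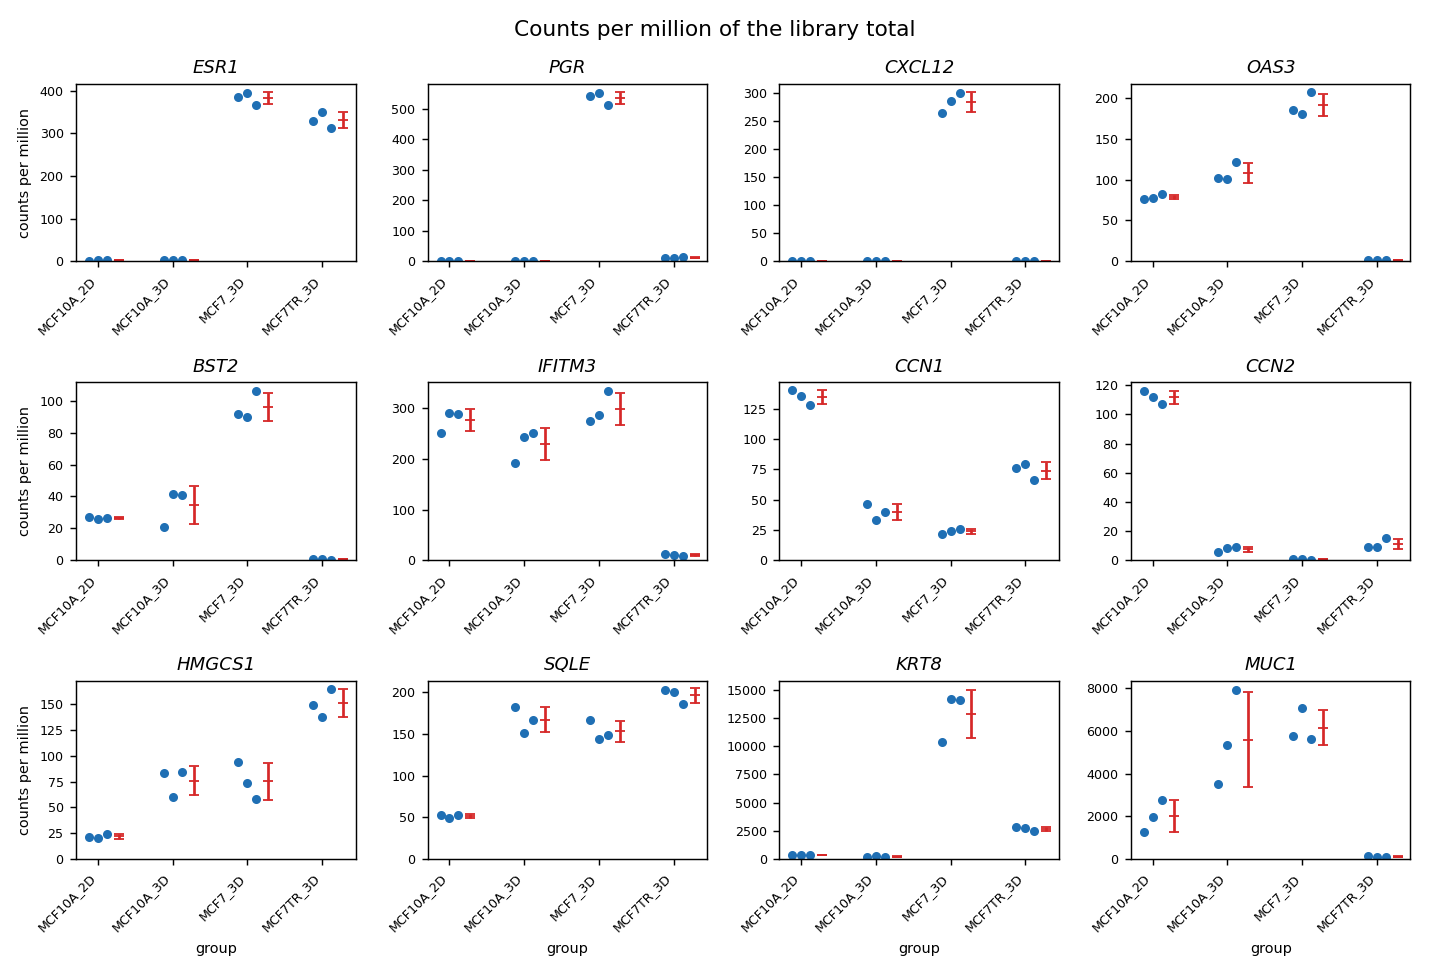
CPM of the library total (vertical axis, from 0) for 12 named genes in each of the 12 libraries (points), with the mean and SD of each group (bars, n = 3). PGR, CXCL12, OAS3, BST2, IFITM3 and MUC1 lie far lower in MCF7TR_3D than in MCF7_3D, while ESR1 stands at 330.4 ± 19.3 CPM in MCF7TR_3D and 385 ± 13.7 CPM in MCF7_3D after TMM scaling.

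The study asked whether genes with stronger chromatin loops in one kind of spheroid also differed in RNA. Genes listed with strengthened loops in MCF7TR_3D were more often higher in that line: 442 of 1117 tested (39.6%) against 3489 of 13146 other genes (26.5%). The odds ratio was 1.81 (95% interval 1.59 to 2.06, exact two-sided Fisher test, p = 1.38e-19, Benjamini-Hochberg adjusted over 4 tests 5.52e-19). They were less often lower, 272 (24.4%) against 3932 (29.9%), with an odds ratio of 0.754 (0.652 to 0.870, Fisher p = 8.32e-05, adjusted 0.000166). With DESeq2 calls over the wider set of genes that DESeq2 tested, 279 of 1299 against 3873 of 16282, this second odds ratio was 0.876 (Fisher p = 0.0619). Genes listed with strengthened loops in MCF7_3D were higher in MCF7TR_3D in 352 of 1229 cases (28.6% against 27.5%, odds ratio 1.06, Fisher p = 0.385) and lower in 356 (29.0% against 29.5%, odds ratio 0.973, Fisher p = 0.695). With DESeq2 calls over that wider set, 359 of 1423 against 3611 of 16158, the odds ratio of the first was 1.17 (Fisher p = 0.0144). Genes are not independent replicates, and the lists were made from Hi-C of the same lines.

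Listed genes with a rise included GUCY1A1, a subunit of the nitric oxide receptor, at 9.28 ± 0.24, the nuclear receptor gene NR2F1 at 6.25 ± 0.20 and INAVA, an innate immunity gene, at 4.79 ± 0.13. TSPYL5 and the cell adhesion gene DSCAM, listed with strengthened loops in MCF7TR_3D, fell, with -8.50 ± 0.16 and -9.70 ± 0.23. From the MCF7_3D list, GFRA1, a receptor for glial cell line-derived factors, changed by -7.27 ± 0.16 and the kinase gene CDK14 by 5.23 ± 0.17. By camera, which sets a list against all other genes, the MCF7TR_3D loop list had a Benjamini-Hochberg adjusted p of 0.116 and the MCF7_3D list one of 0.931. Adjusted over the list alone, 447 genes of the MCF7TR_3D list were higher and 277 lower, and 352 and 356 of the MCF7_3D list.

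**Figure D3:**
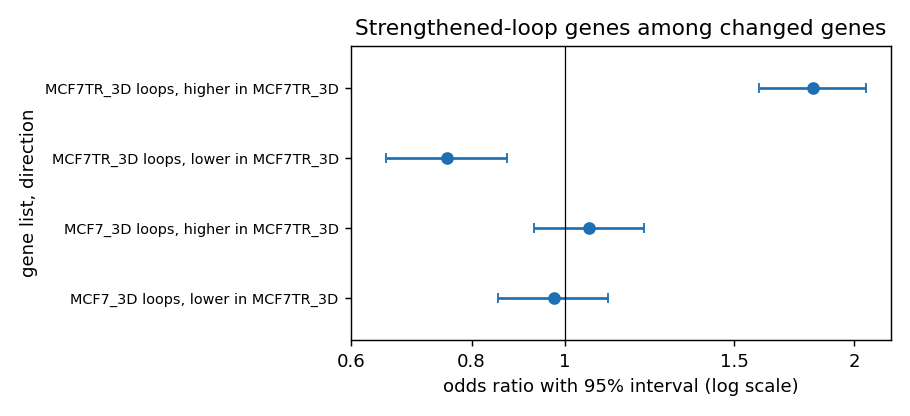
Odds ratios with 95% intervals (horizontal log axis) for genes with strengthened loops in MCF7TR_3D or MCF7_3D being called higher or lower in MCF7TR_3D. The interval of the MCF7TR_3D list lies above 1 for higher genes (1.59 to 2.06) and below 1 for lower genes (0.652 to 0.870), and both intervals of the MCF7_3D list include 1.

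The comparison of MCF10A_3D with MCF10A_2D asked what spheroid growth changes in the non-tumorigenic line. Cholesterol synthesis genes rose almost throughout, while targets of YAP and TAZ, the transcriptional effectors of the Hippo pathway, fell. Of the cholesterol synthesis genes, 22 of 23 tested members rose (22 adjusted over the list alone) and the other did not pass, with a median of 0.94 (camera, Benjamini-Hochberg adjusted p = 1.20e-16, and adjusted p = 0.343 with an estimated correlation). SQLE, which makes squalene epoxide, rose from 50.8 ± 2.21 to 169 ± 15.9 CPM (SD, n = 3), DHCR7 by 1.31 ± 0.06, HMGCR, the rate-limiting enzyme of the pathway, by 1.17 ± 0.07, and SREBF2, its main transcription factor, by 0.85 ± 0.05. Of the YAP/TAZ target genes, 17 of 21 fell (17 adjusted over the list alone) and the others did not pass, with a median of -0.72 (camera, Benjamini-Hochberg adjusted p = 5.27e-08, and adjusted p = 0.349 with an estimated correlation). CCN2 fell from 111 ± 4.97 to 7.66 ± 1.69 CPM and CCN1 from 133 ± 6.62 to 40.2 ± 6.78 CPM. TGFB2, a TGF-beta ligand, changed by -3.03 ± 0.22 and the angiomotin family gene AMOTL2 by -1.63 ± 0.09. Of the Hippo pathway components, 21 of 37 tested members fell and 3 rose (21 and 3 adjusted over the list alone), with a camera Benjamini-Hochberg adjusted p = 0.00441, and adjusted p = 0.343 with an estimated correlation. AJUBA changed by -0.87 ± 0.06 and WWC1, also known as KIBRA, by -0.91 ± 0.08.

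Of the unfolded protein and ATF4 response genes, 18 of 24 tested members fell and 5 rose (18 and 5 adjusted over the list alone), with a median of -0.61 (camera, Benjamini-Hochberg adjusted p = 5.14e-07, and adjusted p = 0.349 with an estimated correlation). The cystine transporter gene SLC7A11 fell from 313 ± 14.03 to 31.1 ± 10.6 CPM, and CHAC1, which degrades glutathione, changed by -2.73 ± 0.17. Of the oxidative phosphorylation genes, 24 of 32 rose (25 adjusted over the list alone) and the others did not pass, with a median of 0.30 (camera, Benjamini-Hochberg adjusted p = 0.00262, and adjusted p = 0.653 with an estimated correlation). UQCRB of complex III rose by 0.74 ± 0.07. Of the hypoxia response genes, 18 of 30 tested members rose and 7 fell (19 and 7 adjusted over the list alone), with a camera Benjamini-Hochberg adjusted p = 0.00441, and adjusted p = 0.343 with an estimated correlation. CA9, a carbonic anhydrase induced by low oxygen, rose by 5.31 ± 0.24 and EGLN3 by 3.40 ± 0.13, while VEGFA, a vascular growth factor, fell, with -1.04 ± 0.07. Of the keratinocyte differentiation genes, 13 of 21 tested members rose and 2 fell (13 and 2 adjusted over the list alone), with a camera Benjamini-Hochberg adjusted p = 0.00460, and adjusted p = 0.653 with an estimated correlation. The cornified envelope genes SPRR1A and IVL rose by 2.08 ± 0.19 and 1.51 ± 0.14. Cell cycle genes were more often higher: 18 of 35 tested members rose and 3 fell (18 and 3 adjusted over the list alone), with a camera Benjamini-Hochberg adjusted p = 0.0420, and adjusted p = 0.682 with an estimated correlation. CDK1 rose by 0.68 ± 0.08, and FOXM1, a transcription factor gene, changed by -0.66 ± 0.10. Ribosomal protein genes also took a larger share of the counts in MCF10A_3D than in MCF10A_2D, as given above.

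Other lists were lower in MCF10A_3D. Of the Wnt pathway genes, 16 of 36 tested members fell and 8 rose (16 and 8 adjusted over the list alone), with a camera Benjamini-Hochberg adjusted p = 0.00460, and adjusted p = 0.343 with an estimated correlation. The ligand genes WNT7B and WNT5A changed by -3.01 ± 0.08 and -2.62 ± 0.14. Of the TGF-beta and BMP pathway genes, 19 of 40 tested members fell and 8 rose (19 and 8 adjusted over the list alone), with a camera Benjamini-Hochberg adjusted p = 0.0373, and adjusted p = 0.653 with an estimated correlation. FST, an activin antagonist gene, changed by -4.07 ± 0.13. Of the fibroblast markers, 4 of 7 tested members fell and 2 rose (4 and 2 adjusted over the list alone), with a camera Benjamini-Hochberg adjusted p = 6.19e-04, and adjusted p = 0.343 with an estimated correlation. POSTN, a matrix protein gene, fell from 262 ± 12.4 to 8.20 ± 1.93 CPM. Of the luminal markers, 10 of 20 tested members fell and 3 rose (10 and 3 adjusted over the list alone), with a camera Benjamini-Hochberg adjusted p = 0.0442, and adjusted p = 0.653 with an estimated correlation. FOXA1, a pioneer transcription factor gene, changed by -2.25 ± 0.10 and MUC1 rose by 1.51 ± 0.31. The call of the cell cycle genes was lost without MCF10A_2D replicate 1 or 2 or MCF10A_3D replicate 3 (camera, Benjamini-Hochberg adjusted p from 0.0160 to 0.220 over the leave-one-out fits). That of the luminal markers was lost without MCF10A_2D replicate 2 or 3 or MCF10A_3D replicate 1 or 2 (adjusted p from 0.0305 to 0.156). Markers of endothelial and immune cells rose in 3 of 4 tested members each (3 each adjusted over the list alone), too few for a list test. KDR, a VEGF receptor, rose from 0.493 ± 0.194 to 26.9 ± 7.63 CPM and the lysosomal protein gene CD68 from 40.9 ± 1.15 to 80.2 ± 11.2 CPM.

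The remaining lists of MCF10A_3D with MCF10A_2D were not called. The ER target genes had 11 higher and 9 lower of 25 (11 and 10 adjusted over the list alone). The G protein signalling genes had 6 higher and 14 lower of 48 (5 and 13 adjusted over the list alone). The PI3K-Akt pathway genes had 12 higher and 12 lower of 33 (12 and 12 adjusted over the list alone). The Rap1 signalling genes had 11 higher and 20 lower of 43 (12 and 22 adjusted over the list alone). The basal markers had 12 higher and 4 lower of 20 (12 and 5 adjusted over the list alone). The basement membrane and integrin genes had 9 higher and 9 lower of 29 (9 and 9 adjusted over the list alone). The immediate early and heat shock genes had 9 higher and 4 lower of 18 (9 and 4 adjusted over the list alone). The interferon response genes had 8 higher and 8 lower of 28 (8 and 8 adjusted over the list alone). The mesenchymal genes had 9 higher and 9 lower of 20 (9 and 9 adjusted over the list alone). The study RT-qPCR and 3C genes had 1 higher and 4 lower of 6 (2 and 4 adjusted over the list alone). The study chose the last of these lists on this series, so its count is not independent evidence. The genes with strengthened loops in MCF7TR_3D had 292 higher and 328 lower of 1071 (293 and 335 adjusted over the list alone). The genes with strengthened loops in MCF7_3D had 315 higher and 401 lower of 1214 (318 and 404 adjusted over the list alone). For the PI3K-Akt and interferon lists the median lay below 0 and the mean and the test above it. The mesenchymal list had the median above 0 and the mean and the test below it, and the basement membrane and integrin list the mean below 0 and the others above it. Among single genes, the basal keratin gene KRT17 changed by -1.25 ± 0.14, the integrin gene ITGB8 by 1.60 ± 0.06, the matrix protein gene TNC by -2.44 ± 0.11, and N-cadherin (CDH2) by -3.55 ± 0.15.

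The largest rises in MCF10A_3D included subunits of the epithelial sodium channel. SCNN1B stood at 147 ± 20.7 CPM against 0.296 ± 0.112 CPM in MCF10A_2D (log2 fold change 8.91 ± 0.21, edgeR with Benjamini-Hochberg adjusted p = 6.32e-10), and SCNN1G at 185 ± 12.3 against 0.732 ± 0.305 CPM. Other leading rises had at most 3 counts in all of MCF10A_2D and are given as levels in MCF10A_3D. RIPOR2 stood at 63.7 ± 9.12 CPM, DISP3 at 45.1 ± 6.38 CPM, the alcohol dehydrogenase gene ADH1B, of a family with close paralogs, at 19.6 ± 11.1 CPM, and CASP14, a caspase of the epidermis, at 12.4 ± 4.94 CPM. CUX2 and the collagen gene COL28A1 stood at 19.7 ± 3.67 and 16.3 ± 3.81 CPM. Of the leading falls, OLFML2B and the cytokine gene IL6, at 27.5 ± 1.17 and 14.3 ± 1.88 CPM in MCF10A_2D, likewise had at most 3 counts in all of MCF10A_3D. Further falls were the collagen-binding integrin gene ITGA11 at -6.82 ± 0.16, and CREB3L1, a membrane-bound transcription factor gene, at -6.80 ± 0.29. ALPK2, PAPPA2, HTRA3 and NIBAN1 changed by -6.73 ± 0.24, -6.73 ± 0.15, -6.69 ± 0.25 and -6.62 ± 0.17. TEAD3 and LATS2 fell, with -0.73 ± 0.07 and -0.67 ± 0.09. ZDHHC7, RASSF3, ERBB2 and PRKD3 were called with small changes of -0.23 ± 0.06, -0.26 ± 0.07, -0.16 ± 0.06 and 0.15 ± 0.06, where the call of RASSF3 was lost without MCF10A_2D replicate 2 and those of ERBB2 and PRKD3 with DESeq2 and some leave-one-out fits. MET, ESR1 and PGR, at 0.18 ± 0.07, 0.12 ± 0.24 and -0.08 ± 0.33, did not pass. In all, 3948 genes were higher and 3870 lower among 13968 tested (edgeR), and 12 of 24 tested lists were called (5 up and 7 down). At the study's thresholds, 3537 genes passed, and 1857 passed with an absolute log2 fold change of at least 1.

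**Figure D4:**
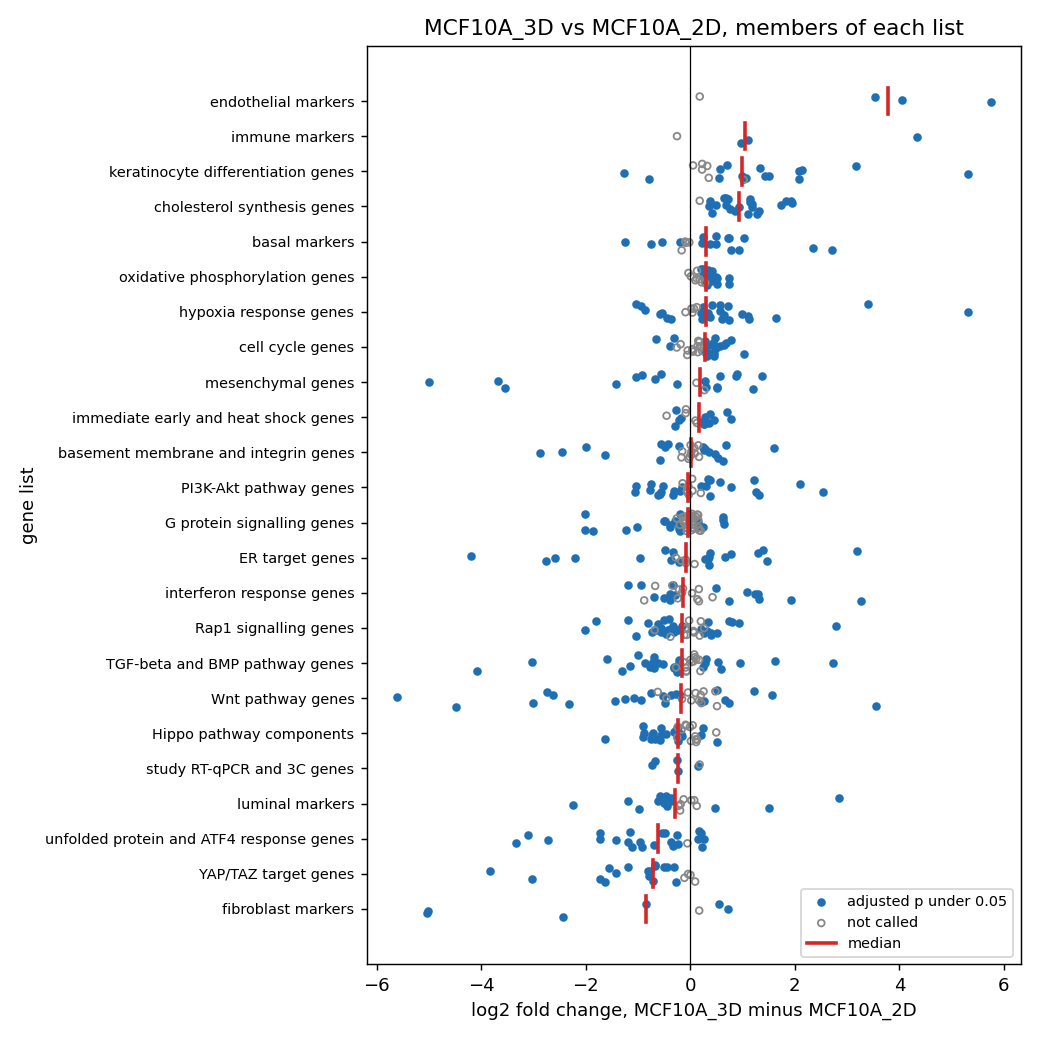
Log2 fold change of MCF10A_3D over MCF10A_2D for each tested member of 24 gene lists (horizontal axis), with called genes filled, other genes open and the list median as a vertical bar. The median of the cholesterol synthesis genes lies at 0.94 and that of the YAP/TAZ target genes at -0.72.

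For MCF7 and MCF7TR, the change from monolayer to spheroid was taken from the authors' deposited tables of their own comparisons, at adjusted p under 0.05 with an absolute log2 fold change of at least 0.58, and errors are the tables' standard errors. In MCF7 spheroids the authors' deposited table had 17 of 29 listed ER target genes higher, with a median log2 fold change of 0.66, and 16 of 28 hypoxia response genes higher, with a median of 0.62. PGR stood at 0.96 ± 0.12 in the authors' deposited table of MCF7, TFF1 at 2.59 ± 0.52, the receptor tyrosine kinase gene RET at 1.20 ± 0.11, CA9 at 4.66 ± 0.88 and BNIP3 at 1.36 ± 0.11. The other leading rises in the authors' deposited table of MCF7 were CST9 at 4.74 ± 0.79, the G protein gene GNAO1 at 4.28 ± 0.36, MAOA, a monoamine oxidase, at 3.85 ± 0.67, and PEG10 at 3.72 ± 0.33. Its leading falls were the GABA receptor subunit gene GABRP, LBH, TGFB2, the fibrillin gene FBN2 and the integrin gene ITGB6, which the authors' deposited table puts at -9.61 ± 1.32, -6.66 ± 0.70, -6.57 ± 0.39, -5.46 ± 0.26 and -4.80 ± 0.25.

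In MCF7TR spheroids the authors' deposited table had 4 of 25 listed ER target genes higher and 6 lower, and 1 of 28 hypoxia response genes higher and 4 lower. PGR stood at -1.41 ± 0.31 and MET at 1.07 ± 0.16 in the authors' deposited table of MCF7TR. The leading rises in the authors' deposited table of MCF7TR were DHRS9 at 8.79 ± 0.56, CREB3L1 at 8.70 ± 0.82, the ketogenic enzyme gene HMGCS2 at 7.99 ± 0.57, ST6GALNAC1 at 5.97 ± 0.36 and SYNPO2L at 5.68 ± 0.45. The leading falls in the authors' deposited table were the dynamin gene DNM3 at -6.14 ± 0.30, AASS, a lysine-degrading enzyme, at -5.07 ± 0.20, CHRNA9 at -5.02 ± 0.95, CP, which encodes ceruloplasmin, at -4.88 ± 0.23, and TGFB2 at -4.80 ± 0.40. Of the YAP/TAZ target genes, 8 of 15 were lower and 1 higher in MCF7, and 9 of 17 lower in MCF7TR where the others did not pass, by the authors' deposited tables, among them CCN2 in MCF7TR at -2.04 ± 0.29 and, in MCF7, PTPN14 at -1.24 ± 0.13 and the riser IGFBP3 at 0.70 ± 0.31. The authors' deposited tables held 731 genes higher and 598 lower of 12220 in MCF7, and 591 higher and 811 lower of 12019 in MCF7TR.

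The calls of the 3 lines were then compared, with the MCF10A calls at the same thresholds and no library in common between lines. By the authors' deposited tables, MCF7 and MCF7TR shared 122 higher genes against 20.2 for independent lists and 164 lower genes against 29.7. In opposite directions there were 33 against 31.4 and 39 against 19.1. The gap in unique read mapping given above was common to MCF7 and MCF7TR, so a shared batch may add to these shared calls. MCF7 in its deposited table and MCF10A shared 145 higher genes against 54.5 and 129 lower against 50.0, with 118 against 56.8 and 80 against 47.9 in opposite directions. MCF7TR and MCF10A shared 112 higher genes against 42.4 and 154 lower against 74.1, with 108 against 47.4 and 143 against 66.3 in opposite directions. Opposite calls between MCF10A and either cancer line were thus also more frequent than for independent lists. In a count added after the tables were seen, 29 genes were higher in all 3 lines, against 1.40 for independent lists, and 35 were lower, against 2.42, of 11076 genes. MCF7TR derives from MCF7 and their calls overlap beyond independence, as given above. An excess over these expected values was thus likely beforehand, and the counts are a description only. Mixed directions over the 3 lines were not counted. The named genes in the next sentences were chosen from the shared genes after their values were seen. MGP, which encodes matrix Gla protein, stood at 2.90, 1.16 and 3.73 in MCF10A and the authors' deposited tables of MCF7 and MCF7TR, and the basal keratin gene KRT5 at 0.74, 5.97 and 3.39. TGFB2 stood at -3.03, -6.57 and -4.80, the collagen gene COL12A1 at -2.23, -1.93 and -2.70, and the stress response gene ATF3 at -0.92, -1.38 and -2.38 in MCF10A and the same deposited tables.

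MCF7_3D and MCF7TR_3D were each compared with MCF10A_3D to ask how spheroids of these cancer lines differ from those of the non-tumorigenic line. Each group is a single cell line. By the study's methods MCF10A, MCF7 and MCF7TR were grown in different media, with tamoxifen for MCF7TR only. Cancer status, cell line, medium and drug can thus not be told apart in either comparison. In MCF7_3D, luminal markers and ER target genes were mostly higher and basal, mesenchymal, and basement membrane and integrin genes mostly lower. ESR1 stood at 358 ± 11.59 CPM against 3.23 ± 0.543 CPM in MCF10A_3D (SD, n = 3), a log2 fold change of 6.77 ± 0.13, and PGR at 501 ± 16.03 against 1.59 ± 0.429 CPM. Of the luminal markers, 18 of 20 tested members rose and 1 fell (18 and 1 adjusted over the list alone), with a median of 3.25 (camera, Benjamini-Hochberg adjusted p = 4.79e-21, and adjusted p = 0.0634 with an estimated correlation). Of the ER target genes, 23 of 30 tested members rose and 5 fell (23 and 5 adjusted over the list alone), with a camera Benjamini-Hochberg adjusted p = 8.63e-23, and adjusted p = 0.0634 with an estimated correlation. Of the basal markers, 18 of 20 tested members fell and 2 rose (18 and 2 adjusted over the list alone), with a median of -5.64 (camera, Benjamini-Hochberg adjusted p = 1.86e-24, and adjusted p = 0.0634 with an estimated correlation). Of the mesenchymal genes, 17 of 20 tested members fell and 1 rose (17 and 1 adjusted over the list alone), with a camera Benjamini-Hochberg adjusted p = 3.33e-18, and adjusted p = 0.0634 with an estimated correlation. Of the basement membrane and integrin genes, 26 of 28 tested members fell and the others did not pass (26 adjusted over the list alone), with a camera Benjamini-Hochberg adjusted p = 1.16e-18, and adjusted p = 0.0634 with an estimated correlation. The YAP/TAZ target genes had 18 lower and 2 higher of 21 (18 and 2 adjusted over the list alone; camera, Benjamini-Hochberg adjusted p = 4.72e-07, and adjusted p = 0.387 with an estimated correlation). The cell cycle genes had 31 higher and 1 lower of 35 (31 and 1 adjusted over the list alone; camera, Benjamini-Hochberg adjusted p = 0.00854, and adjusted p = 0.8001 with an estimated correlation). The interferon response genes had 21 higher and 3 lower of 31 (21 and 3 adjusted over the list alone; camera, Benjamini-Hochberg adjusted p = 0.0367, and adjusted p = 0.8001 with an estimated correlation), a call lost without MCF7_3D replicate 1 or 3 (adjusted p up to 0.0766). Keratinocyte differentiation genes were mostly lower: 18 of 22 tested members fell and 1 rose (18 and 1 adjusted over the list alone), with a camera Benjamini-Hochberg adjusted p = 1.59e-05, and adjusted p = 0.576 with an estimated correlation. Markers of other cell types differed too. The fibroblast markers had 1 higher and 4 lower of 5 (1 and 4 adjusted over the list alone), with a camera Benjamini-Hochberg adjusted p = 0.00287, and adjusted p = 0.225 with an estimated correlation. The endothelial markers had 3 higher and 4 lower of 7 (3 and 4 adjusted over the list alone) and were not called. All 4 tested immune markers fell, also adjusted over the list alone, too few for a list test.

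Against a floor of 3 counts per library, MCF2L, a guanine nucleotide exchange factor gene, was at least 130.1-fold higher in MCF7_3D than in MCF10A_3D, the transcription factor genes GATA4 and ZIC1 at least 101-fold and 82.9-fold, and the sialyltransferase gene ST8SIA6 at least 98.1-fold. PTPRZ1, SAMSN1, TLL1 and PRSS21 were at least 105-fold, 88.2-fold, 80.8-fold and 76.1-fold lower. ERBB2 rose by 0.68 ± 0.09 and TEAD3 by 0.98 ± 0.10, MET, LATS2, ZDHHC7 and PRKD3 changed by -1.91 ± 0.10, -0.59 ± 0.11, -0.44 ± 0.09 and -0.36 ± 0.11, and RASSF3 at -0.08 ± 0.10 did not pass. The call of PRKD3 was lost with upper-quartile factors. In all, 5558 genes were higher and 5270 lower in MCF7_3D among 14755 tested (edgeR), and 10 of 25 tested lists were called (4 up and 6 down). The Rap1 list had its median below 0 and its mean and test above it, the Wnt list its median above 0 and its mean and test below it, and the cholesterol synthesis list its mean above 0 and its median and test below it. Upper-quartile factors moved the median log2 fold change of all genes from 0.02 to 0.13 and the counts to 6308 higher and 4639 lower.

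In MCF7TR_3D, ESR1 stood at 308 ± 18.0 CPM against 3.26 ± 0.552 CPM in MCF10A_3D and PGR at 11.8 ± 1.32 against 1.60 ± 0.431 CPM, a log2 fold change of 2.88 ± 0.25. Of the luminal markers, 17 of 20 tested members rose and 1 fell (17 and 1 adjusted over the list alone), with a camera Benjamini-Hochberg adjusted p = 2.92e-14, and adjusted p = 0.208 with an estimated correlation. Of the basal markers, 18 of 20 tested members fell and 2 rose (18 and 2 adjusted over the list alone), with a camera Benjamini-Hochberg adjusted p = 8.00e-25, and adjusted p = 0.119 with an estimated correlation. Of the interferon response genes, 24 of 28 tested members fell and 2 rose (24 and 2 adjusted over the list alone), with a median of -3.24 (camera, Benjamini-Hochberg adjusted p = 6.23e-07, and adjusted p = 0.452 with an estimated correlation). Of the keratinocyte differentiation genes, 19 of 21 fell and the others did not pass (19 adjusted over the list alone; camera, Benjamini-Hochberg adjusted p = 2.12e-09, and adjusted p = 0.412 with an estimated correlation). Mesenchymal genes were mostly lower in MCF7TR_3D: 18 of 20 tested members fell and 1 rose (18 and 1 adjusted over the list alone), with a camera Benjamini-Hochberg adjusted p = 4.40e-21, and adjusted p = 0.169 with an estimated correlation. Among basement membrane and integrin genes, 26 of 28 fell and the others did not pass (26 adjusted over the list alone; camera, Benjamini-Hochberg adjusted p = 8.86e-18, and adjusted p = 0.169 with an estimated correlation). Among YAP/TAZ target genes, 15 of 21 tested members fell and 3 rose (15 and 4 adjusted over the list alone), with a camera Benjamini-Hochberg adjusted p = 7.17e-06, and adjusted p = 0.412 with an estimated correlation. Among cell cycle genes, 31 of 35 tested members rose and 1 fell (31 and 1 adjusted over the list alone), with a camera Benjamini-Hochberg adjusted p = 0.00230, and adjusted p = 0.598 with an estimated correlation. Among fibroblast markers, 4 of 6 tested members fell and 1 rose (4 and 1 adjusted over the list alone), with a camera Benjamini-Hochberg adjusted p = 0.00446, and adjusted p = 0.398 with an estimated correlation. The endothelial markers had 2 higher and 4 lower of 6 (2 and 4 adjusted over the list alone) and were not called, and all 4 tested immune markers fell, also adjusted over the list alone. The ER target genes had 16 higher and 7 lower of 28 (16 and 7 adjusted over the list alone) and missed the threshold (camera, Benjamini-Hochberg adjusted p = 0.0516) but passed without any single MCF7TR_3D replicate (from 0.0147 to 0.0773 over the leave-one-out fits). The hypoxia response genes had 7 higher and 18 lower of 30 (7 and 18 adjusted over the list alone) and were not called (camera, Benjamini-Hochberg adjusted p = 0.168) but passed without MCF7TR_3D replicate 2 (from 0.0458 to 0.197 over the leave-one-out fits). The muscarinic receptor gene CHRM1 was at least 95.4-fold higher and TOX3, MCF2L and CRISP3 at least 77.4-fold, 86.7-fold and 69.2-fold. RIPOR2, the interleukin 33 receptor gene IL1RL1 and SAMSN1 were at least 207-fold, 124-fold and 102-fold lower, and TRIM22, an interferon-induced antiviral gene, stood at 0.0366 ± 0.0635 against 97.8 ± 1.64 CPM. TEAD3, ERBB2, RASSF3, PRKD3 and LATS2 rose by 1.31 ± 0.10, 1.10 ± 0.11, 1.05 ± 0.09, 0.51 ± 0.10 and 0.34 ± 0.11, MET fell, with -1.31 ± 0.11, and ZDHHC7 at -0.02 ± 0.09 did not pass. The call of LATS2 was lost without MCF10A_3D replicate 1. In all, 5184 genes were higher and 5237 lower among 14440 tested (edgeR), and 9 of 25 tested lists were called (2 up and 7 down). The balance turned with upper-quartile factors, at 5603 higher and 4842 lower, and with all groups in one fit, at 5556 and 5259. The Rap1 list had its median below 0 and its mean and test above it, and the Wnt list and the list of MCF7_3D loop genes their means below 0 and their medians and tests above it. Both of these comparisons use the MCF10A_3D libraries, so their calls share chance values and were not overlapped.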

Values the study reported

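The study reported 4318 differentially expressed genes between the MCF7 and MCF7TR spheroids. It listed 1678 genes with strengthened loops in MCF7 spheroids and 1564 in MCF7TR spheroids, and gave 384 of the former and 411 of the latter as differentially expressed.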

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

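The tests of a difference between lines in this part were all chosen only after the fold changes had been seen. The change from monolayer to spheroid was compared between lines, taking MCF7 and MCF7TR from the authors' deposited tables, and a difference between cell lines is what set these results apart. It differed between MCF7TR and MCF7 for 967 of 11336 genes (431 above and 536 below), between MCF7 and MCF10A for 3306 of 11923, and between MCF7TR and MCF10A for 3610 of 11778 (Benjamini-Hochberg adjusted DESeq2 fold changes, the authors' deposited tables for both cancer lines). For PGR the change in MCF7TR minus that in MCF7 was -2.38 ± 0.33 (SE; adjusted p = 1.08e-10 on DESeq2 fold changes), with -1.41 ± 0.31 and 0.96 ± 0.12 in the authors' deposited tables. For MET the same difference was 0.83 ± 0.21 (adjusted p = 0.00149 on DESeq2 fold changes). The change of TEAD3 in MCF7 minus that in MCF10A was 0.52 ± 0.15. The change in MCF7TR minus that in MCF10A was 0.38 ± 0.16 for ERBB2, 0.68 ± 0.17 for TEAD3, 0.46 ± 0.17 for LATS2, 0.54 ± 0.17 for RASSF3 and 0.90 ± 0.18 for MET. The value for ERBB2 passed narrowly (adjusted p = 0.0489 on DESeq2 fold changes). The deposited fold changes may be shrunken towards 0 while those of MCF10A are not. Differences from MCF10A, and their counts, may in part reflect this.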

How the results depend on the processing

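The tests of length and GC trends and of genome windows were chosen only after the fold changes had been seen, and the other alternatives before the data were examined. The counts of called genes stayed within 1.5 times of 7818 in MCF10A_3D with MCF10A_2D, 8135 in MCF7TR_3D with MCF7_3D, 10828 in MCF7_3D with MCF10A_3D and 10421 in MCF7TR_3D with MCF10A_3D under other scaling, filters, DESeq2 and all groups in one fit. Leaving out each library gave 6606 to 8282, 6959 to 8321, 10207 to 11177 and 9710 to 10819. Stricter thresholds gave 3537 genes in MCF10A at the study's thresholds, and 1857, 3484, 5584 and 5307 with an absolute log2 fold change of at least 1, as fewer genes pass a fold limit by construction. With the replicate number as a block the counts were 7726, 7349, 11000 and 10488. In that fit camera did not call the luminal markers in MCF10A_3D with MCF10A_2D (Benjamini-Hochberg adjusted p = 0.230) or the study RT-qPCR and 3C genes in MCF7TR_3D with MCF7_3D (0.0800), and called the ER target genes in MCF7TR_3D with MCF10A_3D (0.0310). No source used here states that same-numbered libraries were prepared together. Same-numbered libraries of MCF7TR_3D and MCF7_3D had correlations of -0.12, 0.18 and -0.41 in their deviations from group means. In MCF10A_3D with MCF10A_2D the same-numbered correlations were small, at 0.017, 0.050 and 0.014. All of them lay above those of differently numbered libraries, whose highest was 0.0053. A pairing in MCF10A thus stays open. With an estimated correlation camera called 0, 0, 0 and 0 lists (3, 2, 5 and 4 at unadjusted p under 0.05, and 19, 14, 21 and 22 by fry). Among lists that fry called, those with a direction opposite to camera were the TGF-beta and BMP list in MCF7_3D with MCF10A_3D (median -0.29) and the Wnt list in MCF7TR_3D with MCF10A_3D (median 0.49). Among lists that neither called, the directions differed for the ER target genes in MCF10A and for the Rap1 and the immediate early and heat shock lists in MCF7TR_3D with MCF10A_3D. The cause was not tested. The loop odds ratios were 0.876 and 1.17 with DESeq2, where both the calls and the set of tested genes changed, and these were not separated. The authors' deposited tables held 2696, 2439 and 6800 genes without a fold limit in MCF7, MCF7TR and MCF7TR_3D with MCF7_3D, and 603, 638 and 2363 with an absolute log2 fold change of at least 1, again by construction. Of the named genes' values under alternatives, 4905 stayed on the same side of the threshold, 189 lost the call and 6 gained one. Of the lists' values the counts were 972, 52 and 41, and the other 2 are the reversals of called direction with fry above. Values not called in either setting were not held to a direction. Most lost calls of named genes came from the limits on the fold change. Apart from those limits, the genes that lost a call in some alternative were ERBB2, PRKD3, RASSF3, VGLL4, COL6A3 and MANF in MCF10A, TFF1, COL1A1, ATP5F1A and UQCRC2 in MCF7TR_3D with MCF7_3D, PRKD3 in MCF7_3D with MCF10A_3D and LATS2 in MCF7TR_3D with MCF10A_3D. Genes that the count filter removed are too shallow at these depths for a statement.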

Other observations

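The tests of list members between lines, of genome windows, of the detection floor, of paralogs and of other splits were chosen only after the results had been seen. Those of MCF7TR against MCF7 carry the limit on the deposited fold changes and errors given above. The change from monolayer to spheroid of hypoxia response genes was lower in MCF7TR than in MCF7 for 22 of 27 members listed in both deposited tables, with a median difference of -0.93 on the log2 scale, and the remaining members did not pass. BNIP3, PDK1, a kinase that restrains pyruvate oxidation, and NDRG1 stood at 1.36 ± 0.11, 1.78 ± 0.21 and 1.11 ± 0.16 in the authors' deposited table of MCF7. PFKFB3, a glycolytic regulator, and VEGFA stood at -1.14 ± 0.15 and -0.81 ± 0.17 in the authors' deposited table of MCF7TR. Of the ER target genes, 11 of 25 had a lower change in MCF7TR (median difference -0.51), and AREG and STC2 stood at -1.85 ± 0.12 and -1.65 ± 0.18 in the authors' deposited table of MCF7TR. Basal markers had 7 of 13 below and 2 above (median difference -1.04), and TGF-beta and BMP pathway genes 7 of 35 above and 3 below. By the authors' deposited tables, 6 basal markers were higher and 3 lower of 14 listed in MCF7, and 3 higher and 4 lower of 15 in MCF7TR. Among them KRT5, a basal keratin gene, stood at 5.97 ± 0.57 and CAV1 at -1.81 ± 0.38 in the authors' deposited table of MCF7, and KRT5 at 3.39 ± 0.50 and KRT16 at -2.67 ± 0.34 in that of MCF7TR.

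Along the genome, the log2 fold change of MCF7TR_3D over MCF7_3D was summarised in 654 windows of 40 neighbouring genes. The windows were stepped by 20 genes, so neighbouring windows share genes and a region can be counted more than once. Against 200 permutations of gene order, 41 windows lay higher and 17 lower as fitted, and 13 higher and 31 lower after a trend on transcript length and GC, which explained 5.24% of the variance, was removed. Windows with large values both ways lay on chromosome 2 from 38814 to 11967535 (median 1.11 as fitted and 1.06 without the trend), on chromosome 8 from 22102646 to 28431784 (0.81 and 0.80), on chromosome 4 from 23756664 to 41702061 (0.98 and 0.80), and on chromosome X from 131503348 to 147032645 (-1.44 and -1.49).

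For the interferon response genes, lower in MCF7TR_3D than in MCF7_3D, 21 members had a mean of at least 100 counts in MCF7_3D. Their median was -4.90 (bootstrap interval -6.77 to -2.71), which argues against an effect of the detection floor for these members. They were selected on the group where the list is high, so a member rising from low counts could not enter. That selection can push the median down. Reads shared between paralogs are argued against by 14 members outside the paralog families, with a median of -2.60 (-6.47 to -1.25). A rise with spheroid growth in MCF7 is argued against by the authors' deposited table, where 26 members had a median of -0.11 (-0.16 to 0.09), and a fall with it in MCF7TR by a median of 0.0054 (-0.14 to 0.67) over 10 members. The table of MCF7TR does not list 12 of the 21 abundant members, at a median count of 398 in MCF7_3D, while its lowest base mean over 2D and 3D libraries is 29.8. For the 12 unlisted members, together with the flat change in MCF7, this argues against a difference between the lines that arises only in 3D. It holds if these members are unlisted for a low base mean. The 2D libraries of both lines were not compared directly here, and a batch between their 2D and 3D libraries was left untested. The resistant line, its tamoxifen and its medium cannot be told apart in this design.

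YAP/TAZ target genes were lower in MCF10A_3D than in MCF10A_2D, with a list median of -0.72 (bootstrap interval -1.18 to -0.44). After a trend on transcript length and GC, which explained 1.49% of the variance, was removed the median was -0.57 (-1.26 to -0.39). The median stayed negative over its whole interval, which argues against that bias as the whole source of the fall. The interval was too wide to exclude a part played by it, so that part stays open. The authors' deposited tables gave medians of -0.59 for 15 members in MCF7 (-1.17 to -0.19) and -0.67 for 17 members in MCF7TR (-1.12 to -0.15). A fall of these genes with spheroid growth in each of the 3 lines may thus be put as a hypothesis. Culture density and matrix, which also differ between 2D and 3D, were left untested. So was a batch between the 2D and 3D libraries of MCF7 and MCF7TR.

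Genes listed with strengthened loops in MCF7TR_3D were more often higher in that line. A shift confined to about 1 Mb around listed genes is argued against. The 6061 unlisted genes within 1 Mb of a listed gene differed from 5413 genes farther away by -0.018 in mean log2 fold change (bootstrap interval over chromosomes -0.14 to 0.08). Listed genes differed from those farther genes by 0.25 (0.08 to 0.41). A copy number gain of many Mb can hold near and far genes alike, so this contrast cannot decide on it. Windows with broad shifts are given above. Expression level and transcript length are argued against by 1000 lists matched on both. The highest of these had 33% of genes higher, against 39.6% of the listed genes. Length of the gene on the genome was not matched. The share of matched lists as high, the real one counted, was 0.0999%, the smallest value they can give. Camera did not call the list (Benjamini-Hochberg adjusted p = 0.116, and adjusted p = 0.612 with an estimated correlation), and no test here bears on whether the loops change the RNA.

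The 6 libraries of a comparison can be split in 10 ways into groups of 3, too few for a share under 0.05. Every other split also mixes the real groups, which widens the spread within its sides and makes calls unlikely beforehand. The counts are thus a description and no check against chance. In each comparison 1 of the 10 splits, the real one, gave as many called genes with edgeR. The real split gave 7818 genes in MCF10A_3D with MCF10A_2D and the highest other 0 (151 at unadjusted p under 0.05). It gave 8135 in MCF7TR_3D with MCF7_3D and the highest other 0 (523 at unadjusted p), 10828 in MCF7_3D with MCF10A_3D and the highest other 0 (53), and 10421 in MCF7TR_3D with MCF10A_3D and the highest other 0 (70).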
